A study of Danio rerio with 14 samples. Its data were reported in "Thyroid Hormone Disruptors Interfere with Molecular Pathways of Eye Development and Function in Zebrafish" (2019).

How the data were processed

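Transcript levels were measured in eyes dissected from zebrafish larvae of the wild-type AB strain, with RNA from the eyes of 10 larvae pooled per sample. Larvae were raised in plates of 24 eggs, in 200 µg/L tetrabromobisphenol A (TBBPA), a brominated flame retardant, or in control medium, which according to the methods held the solvent dimethyl sulfoxide, from fertilization to 5 days post fertilization (dpf). 3 plates per treatment were sampled at 5 dpf, and the other 3 were moved to clean water and sampled at 8 dpf, after 3 days without TBBPA. This gave 12 RNA samples in 4 groups of 3, with 1 plate per sample as the unit of replication. The deposited design text gives the control dose as 0 µg/L.

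The samples were hybridised in pairs to 14 two-colour Agilent zebrafish arrays. TBBPA and control of the same age met directly on 6 arrays at 5 dpf and on 4 arrays at 8 dpf, and 4 arrays linked the ages. Replicate 1 of the control and replicate 1 of the TBBPA group at 5 dpf were each on 4 arrays, and every other sample was on 2. Each sample was labelled equally often with Cy5 and with Cy3. The number of arrays and samples limits the precision of every value.

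According to the methods, the authors scanned the arrays and quantified the spots with GenePix software, left out spots that exceeded the local background by a set margin on no array, corrected the background with a normal-exponential model, applied a loess normalization within each array and fitted limma version 3.34.4. The deposited values are log2 ratios per probe and array, for 17950 probes with no missing value. The table itself states neither the log base nor the direction of the ratio. Red over green (Cy5 over Cy3) and base 2 were taken from the methods and the dye labels and checked on the values. Turning any single array round raised the residual sum of squares of the model by 1.05 to 3.63 times, and 0 of the 14 arrays lowered it. Reversing all arrays together cannot be tested in this way. The array medians lay between -0.02 and 0.00, and the standard deviation (SD) of the ratios was 0.23 to 0.34 on arrays within an age and 0.45 to 0.60 on arrays linking the ages.

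The ratios were analysed as deposited with limma 3.58.1 and statmod 1.5.0 in R 4.3.3. A linear model with a coefficient per group was fitted to each probe, with the Cy5 sample of an array coded positive and the Cy3 sample negative. The RNA sample was a random effect with a share of the variance common to all probes, estimated by restricted maximum likelihood, and the ratios and the design were whitened with it. The estimated share was 0, which makes the model identical to one with independent arrays. Its standard errors and p therefore take arrays, and not plates, as replicates. There were 11 residual and 3.61 prior degrees of freedom, and the median residual SD was 0.19. The contrasts were TBBPA minus control at 5 dpf, TBBPA minus control at 8 dpf, the difference of these effects (8 minus 5 dpf), and control at 8 dpf minus control at 5 dpf. Tests were two-sided and moderated by empirical Bayes, with p adjusted by the Benjamini-Hochberg method over all probes. A probe was called when the adjusted p was under 0.05 and the absolute log2 fold change over 0.75, the thresholds of the study.

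Of the 17950 probes, 14135 carried a gene symbol, 0 carried several, and 3815 were not named here. The symbols of 12089 probes were matched by transcript accession to a RefSeq gene table for the GRCz12tu assembly, which was used for names alone. This updated 3015 symbols, and 2046 probes kept the name in the file. Probes of a gene were averaged per array, which gave 8948 genes for tests per gene. Where several probes of a gene are named, each value belongs to a single probe. In tests per gene, "rose" and "fell" refer to an adjusted p under 0.05 over all 8948 genes, with no threshold on the fold change.

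25 gene lists were fixed before the data were examined. The pathway lists were cone phototransduction, rod phototransduction, retinoid cycle, pigment synthesis, lens, thyroid hormone system, xenobiotic metabolism, oxidative stress response, chaperones and protein folding, injury and regeneration response, immune and inflammation, cell cycle, circadian clock, sterol synthesis, and PPAR and lipid handling. The lists of retinal cell markers were Muller glia, retinal ganglion cells, and amacrine, bipolar and horizontal cells. Markers of tissue other than retina were listed for exocrine pancreas, liver and plasma, skeletal muscle, blood, cartilage and bone, skin and cornea epithelium, and brain outside the eye. Lists were tested with camera (limma) on the gene averages with a preset correlation of 0.01, with p adjusted over the 25 lists. Camera with an estimated correlation and fry (limma) were run beside it. A list with 5 or more measured genes was tested. Members were counted over all genes and, with p adjusted over the list alone, a second time.

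The genes to be named were fixed by a rule before the data were examined. For each TBBPA contrast the rule took up to 10 called probes with a symbol in each direction, ranked by size, among those with the same sign on every array comparing the groups directly. It added up to 4 members of each list with the smallest p. For the age contrast it took up to 5 probes in each direction, with rho, pcna and opn1sw1. It always named opn1mw1, opn1mw2, opn1lw1, opn1lw2, opn1sw1, rho, arr3a, arr3b, guca1c, cabp5b, pde6c, thraa, thrab, thrb, mmp9, socs3a, mvp and cyp1a. Apart from cyp1a, these belong to genes or gene families that the study discussed on these samples, so that their directions are not independent evidence. No probe used here carried rho, arr3a, arr3b or thrab, and these were not analysed here. A few further genes are named outside the rule, each marked where it appears as chosen after its values were seen.

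The model was tested on simulated data with the same design and 17950 probes, with a within-sample share of 0.19. Without dye effects and with a simulated log2 change of 1, it called 58 of 58 changed probes at 5 dpf and 70 of 74 at 8 dpf, with 0 and 1 false calls. A log2 change of 0.5 was called for 0 of 68 probes at 5 dpf and 1 of 59 at 8 dpf. When dye effects per probe of the size seen in the data were simulated, the model estimated a share of 0 although 0.19 was simulated, and it made 5 false calls at 5 dpf and 1 at 8 dpf. A model with a dye effect per probe then recovered the share of 0.19, made 0 false calls, and called 72 of 74 probes with a change of 1 at 8 dpf. On the deposited values the model with a dye effect estimated a share of 0.19 for probes and 0.22 for genes and a median residual SD of 0.16. Its adjusted p is therefore given beside named calls that it ended.

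The alternatives were independent arrays, a dye effect per probe, the replicate number as a block within each age, arrays centred on their median, arrays scaled to the same median absolute deviation, robust empirical Bayes, the arrays comparing the groups directly, leaving out each RNA sample in turn with every array holding it, the adjusted p alone, and tests per gene. The level of each RNA sample was estimated by least squares with a dye effect and is given on the log2 scale relative to the mean of the 12 samples.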

Results

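Log2 ratios of single probes were compared on 14 arrays between eyes of larvae raised in TBBPA and eyes of control larvae, with 3 RNA samples per group at 5 dpf and 3 per group at 8 dpf. The 5 dpf samples were taken at the end of exposure, and the 8 dpf samples after 3 days in clean water. The comparison at 5 dpf asks what exposure to a suspected thyroid hormone disruptor did to transcripts of the developing eye, and the comparison at 8 dpf asks what was left of it after recovery. Values below are log2 fold changes ± standard error (SE) from limma, with n = 3 samples per group. Because the estimated share of the RNA sample was 0, SE and p treat the 14 arrays as independent. They do not measure the spread between the 3 samples of a group, which can be wider. For the nr1d1 probe at 5 dpf the SE was 0.29, and the SD of the samples was 1.01 in controls and 0.33 after TBBPA. In simulation, dye effects that were not modelled hid a share of the RNA sample.

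At 5 dpf, the probes with the largest changes after TBBPA belonged to genes of the circadian clock and to digestive genes. The clock repressors nr1d1 (-2.07 ± 0.29, 4.20-fold lower, adjusted p = 0.00118) and per1b (-1.94 ± 0.20, 3.83-fold lower, adjusted p = 0.000106) fell. The probe for nfil3-5, a relative of the clock-controlled repressor nfil3, rose (2.15 ± 0.36, 4.44-fold higher, adjusted p = 0.00268). Cone opsin probes rose about as far as lens crystallin probes, with opn1lw2 at 1.05 ± 0.18 (adjusted p = 0.00346) and crygmx at 1.05 ± 0.21 (adjusted p = 0.00809). In all, 127 probes were called with limma, 64 higher and 63 lower, and 70 of the 127 were matched to a fixed gene list. Chosen after their values were seen, the called probes of pde6h (-0.79) and cry2b (0.83) carried names given in the cone and clock lists. They were not matched to these lists and are left out of the list counts at both ages.

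Of 31 measured clock genes, 13 fell and 5 rose at 5 dpf over all genes tested, and 16 fell and 7 rose when p was adjusted over the list alone. The median change was -0.16 and the list was shifted down (camera adjusted p = 8.32e-05), but not with an estimated correlation (adjusted p = 0.160). When a dye effect was fitted 9 fell and 4 rose. The photolyase relative cry-dash fell (-1.36 ± 0.13, adjusted p = 7.89e-05), as did tefa (-1.12 ± 0.11, adjusted p = 7.89e-05), a transcription factor driven by the clock, and the repressor nr1d2b (-0.92 ± 0.10, adjusted p = 0.000216). Chosen after their values were seen, bmal1a, the partner of clock in the activating arm, rose (0.56 ± 0.10, adjusted p = 0.00355), and per1a did not pass the test (-0.09 ± 0.11, adjusted p = 0.692). Levels of per1b lay between 0.18 and 1.37 in the 3 control samples of 5 dpf and between -1.63 and -0.62 in the 3 TBBPA samples.

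**Figure D1:**
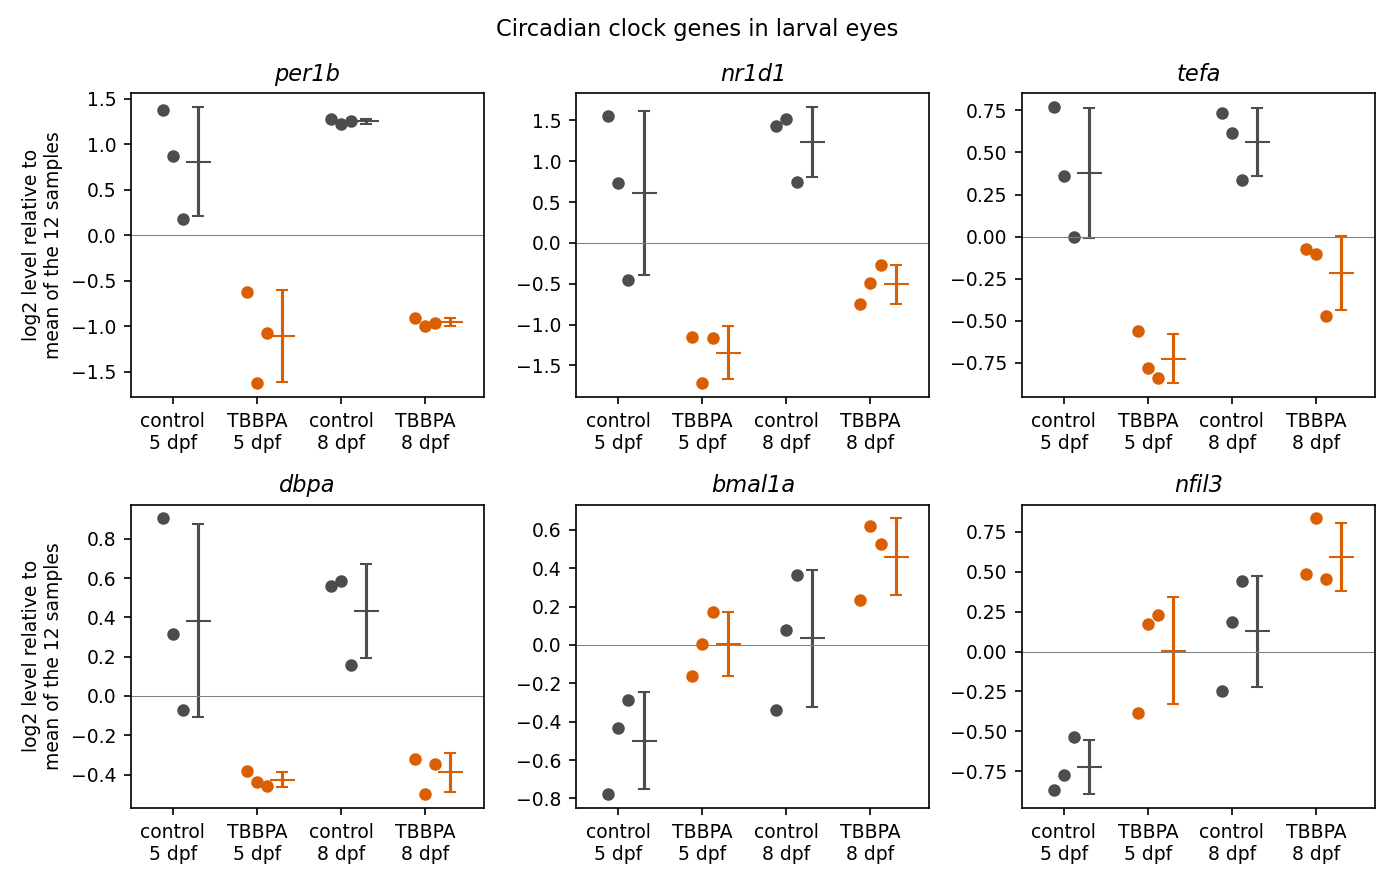
Levels of 6 clock genes in the 12 RNA samples (y axis, log2 relative to the mean of the 12 samples), by group (x axis), where points are samples and bars the mean ± SD of 3 samples. For per1b the control samples lie between 0.18 and 1.37 and the TBBPA samples between -1.63 and -0.62 over both ages.

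Cone genes went in opposite directions at 5 dpf. Of 22 measured members of the cone list, 6 rose and 10 fell over all genes, and 7 rose and 11 fell when adjusted over the list alone, so that the list as a whole was not shifted (median -0.17, camera adjusted p = 0.109). The genes that rose included the green opsins opn1mw1 (0.98 ± 0.16, adjusted p = 0.00163) and opn1mw2 (0.80 ± 0.09, adjusted p = 0.000216) and the red opsins opn1lw1 (0.64 ± 0.09, adjusted p = 0.000794) and opn1lw2 (1.02 ± 0.15, adjusted p = 0.00120). The ultraviolet opsin opn1sw1 did not pass the test (0.09 ± 0.08, adjusted p = 0.539). The cone phosphodiesterase pde6c fell (-0.83 ± 0.11, adjusted p = 0.000567), as did the guanylate cyclase activators guca1g (-0.78 ± 0.10, adjusted p = 0.000467) and guca1c (-0.37 ± 0.09, adjusted p = 0.0156). The always-named genes among these were discussed by the study on the same samples, so these counts are not independent evidence of their direction. Of 19 rod genes 1 rose and 1 fell over all genes, and 1 rose and 2 fell when adjusted over the list alone (list median 0.04, camera adjusted p = 0.766), namely rom1a at 0.29 and saga at -0.19, and both calls were lost with a dye effect (adjusted p = 0.0797 and 0.0968).

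**Figure D2:**
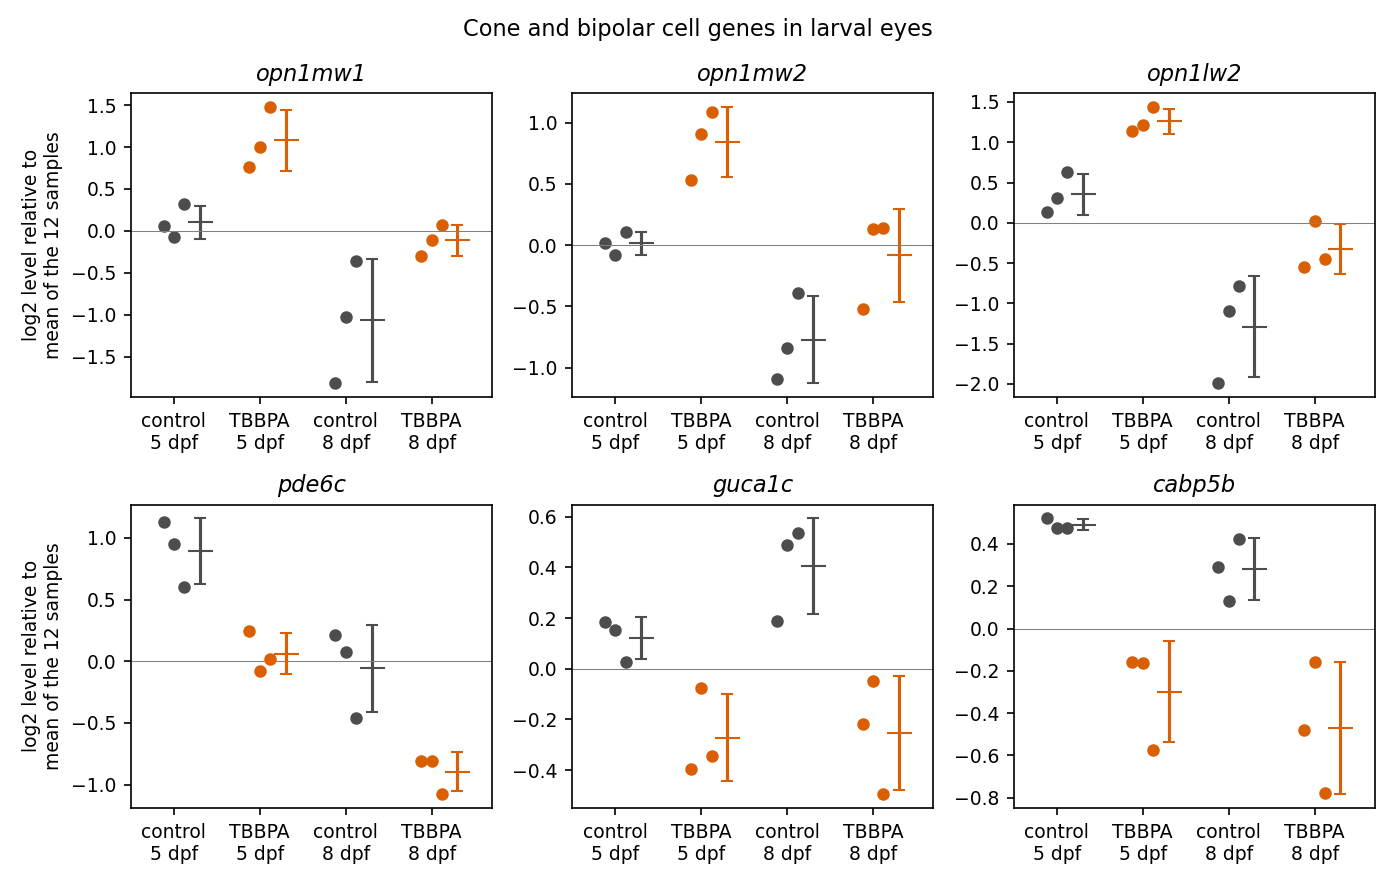
Levels of 5 cone genes and of cabp5b in the 12 RNA samples (y axis, log2 relative to the mean of the 12 samples), by group (x axis), where points are samples and bars the mean ± SD of 3 samples. At 5 dpf the TBBPA samples lie above the controls for opn1mw1, opn1mw2 and opn1lw2 and below them for pde6c, guca1c and cabp5b.

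The list of amacrine, bipolar and horizontal cells was shifted down at 5 dpf (median -0.15, 4 of 22 genes fell, 7 when adjusted over the list alone, camera adjusted p = 2.14e-05), but not with an estimated correlation (adjusted p = 0.129). Its mean was 0.16, 0.16 and -0.06 in the 3 controls and -0.11 to -0.04 in the TBBPA samples, so that replicate 3 of the controls lay within the TBBPA range, and without replicate 1 of the controls the median was -0.06. The largest change in the list was in cabp5b, a calcium-binding protein of bipolar cells (-0.74 ± 0.09, adjusted p = 0.000441), and the bipolar glutamate receptor gene grm6b also fell (-0.29 ± 0.08, adjusted p = 0.0300). Of 21 retinoid cycle genes, 3 fell, both over all genes and over the list alone (median -0.01, camera adjusted p = 0.0846), and they were rbp4l at -0.55, rbp3 at -0.47 and the isomerase gene rpe65a at -0.39. Of 15 pigment synthesis genes, 4 fell over all genes, and 4 fell and 2 rose when adjusted over the list alone. That list had a median of -0.08 (camera adjusted p = 0.0309, and 0.338 with an estimated correlation). The pigment median ranged from -0.21 without replicate 2 of the TBBPA group to -0.02 without replicate 3 of the controls or of the TBBPA group, and was -0.18 without replicate 1 or 2 of the controls. The call was lost without replicate 3 of the controls, of the TBBPA group or of the 8 dpf TBBPA group (camera adjusted p = 0.464, 0.319 and 0.0516). Muller glia genes (1 of 13 rose, 0 with a dye effect, median -0.02, camera adjusted p = 0.715) and retinal ganglion cell genes (0 of 12, median -0.04, camera adjusted p = 0.271) were not shifted.

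Digestive enzyme transcripts were lower after TBBPA at 5 dpf, in samples that were dissected as eyes. Of 20 exocrine pancreas genes 19 fell, over all genes and over the list alone, with a median of -1.08 (camera adjusted p = 6.18e-20, and 0.129 with an estimated correlation). Named probes were ela2l (-1.86 ± 0.30, adjusted p = 0.00236), amy2a (-1.85 ± 0.31, adjusted p = 0.00261), prss59.1 (-1.77 ± 0.28, adjusted p = 0.00200), ela3l (-1.76 ± 0.25, adjusted p = 0.00122) and prss1 (-1.76 ± 0.32, adjusted p = 0.00486). The elastase probe cela1.6 was at -1.72 ± 0.36 (adjusted p = 0.00945, and 0.0501 with a dye effect, which ended the call). The liver gene fabp10a fell (-1.81 ± 0.30, adjusted p = 0.00268). Of 12 genes in the liver and plasma list 5 fell, 6 when adjusted over the list alone, with a median of -0.26 (camera adjusted p = 0.000207, and 0.211 with an estimated correlation). The liver result rested on replicate 1 of the 5 dpf controls, with a list mean of 0.85, against -0.06 and 0.03 in the other controls and -0.22 to 0.02 in the TBBPA samples. Without that sample the median was -0.10 for liver (camera adjusted p = 0.0415) and -0.62 for pancreas. With a dye effect 1 liver gene and 16 pancreas genes fell. The mean level of the pancreas list was 1.68, 0.87 and 0.56 in the 3 control samples of 5 dpf and 0.40, 0.17 and -0.21 in the 3 TBBPA samples.

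**Figure D3:**
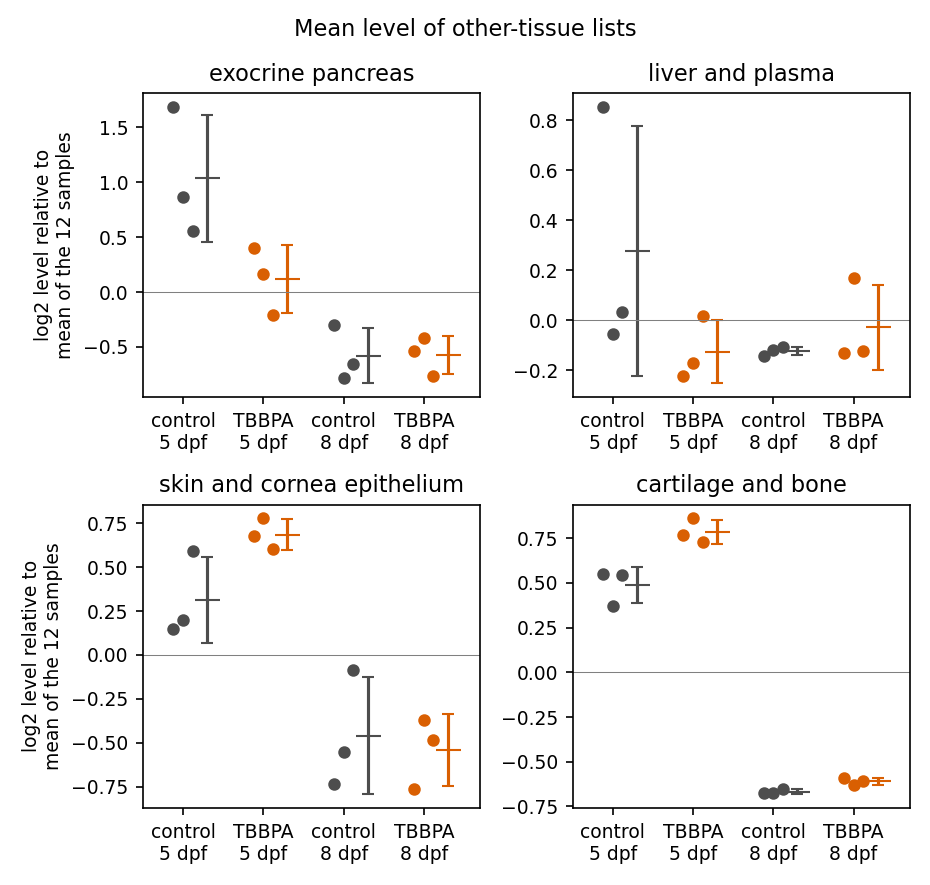
Mean level of the gene lists for exocrine pancreas, liver and plasma, skin and cornea epithelium, and cartilage and bone in the 12 RNA samples (y axis, log2 relative to the mean of the 12 samples), by group (x axis), where points are samples and bars the mean ± SD of 3 samples. The pancreas list lies between 0.56 and 1.68 in the 5 dpf controls and between -0.21 and 0.40 in the 5 dpf TBBPA samples.

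Genes of the lens and of surface and supporting tissues were higher at 5 dpf. Of 29 genes in the skin and cornea epithelium list 16 rose, 25 when adjusted over the list alone, and all 29 had positive values (median 0.41, camera adjusted p = 6.66e-16, and 0.160 with an estimated correlation). The skin and cornea mean was 0.15, 0.20 and 0.59 in the 3 controls, the last close to the TBBPA samples (0.60 to 0.78). Examples were the keratin krt17 (0.63 ± 0.08, adjusted p = 0.000398) and the tight junction gene cldne (0.45 ± 0.06, adjusted p = 0.000467). Of 16 cartilage and bone genes 10 rose, 12 when adjusted over the list alone (median 0.24, camera adjusted p = 1.24e-08, and 0.0973 with an estimated correlation), among them the hypertrophic cartilage collagen col10a1a (0.72 ± 0.10, adjusted p = 0.000783). Of 51 lens genes 14 rose, 17 when adjusted over the list alone (median 0.20, camera adjusted p = 8.28e-07, and 0.300 with an estimated correlation), among them the crystallins cryba1b (0.99 ± 0.18 for its probe, adjusted p = 0.00408) and cryba4 (0.64 ± 0.09). Of 30 skeletal muscle genes 8 rose, 11 when adjusted over the list alone (median 0.20, camera adjusted p = 1.60e-05, and 0.316 with an estimated correlation). The muscle list had a mean of -0.03 in replicate 1 of the controls, 0.30 and 0.42 in the other controls and 0.33 to 0.49 in the TBBPA samples, and without that replicate its median was 0.07 and its call was lost (camera adjusted p = 0.299). For lens the median was 0.13, 0.11 and 0.34 without replicate 1, 2 or 3 of the controls and 0.12 without replicate 2 of the TBBPA group. Fewer genes rose when a dye effect was fitted, 9 for skin and cornea, 6 for cartilage, 6 for lens and 3 for muscle. Probes of the light chain gene myl13 (0.98 ± 0.17, adjusted p = 0.00328) and of the embryonic globin hbae1.1 (1.05 ± 0.15, adjusted p = 0.00129) also rose. In the blood list 2 of 7 genes rose, over all genes and over the list alone (median 0.06, camera adjusted p = 0.0854), and 0 of 20 genes of the brain outside the eye passed the test (median 0.03, camera adjusted p = 0.332).

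Among injury and regeneration genes, 10 of 26 rose and 1 fell at 5 dpf over all genes, and 11 rose and 1 fell when adjusted over the list alone (median 0.21, camera adjusted p = 0.000249, and 0.0973 with an estimated correlation). Its median was 0.14 without replicate 3 of the controls and 0.12 without replicate 3 of the TBBPA group, and 7 genes rose with a dye effect. The matrix metalloproteinase mmp9 rose (1.28 ± 0.28, 2.43-fold, adjusted p = 0.0139), as did the major vault protein gene mvp (0.83 ± 0.12, adjusted p = 0.000846) and mmp2 (0.68). The mmp9 levels of the 3 TBBPA samples were -0.02, 0.73 and 2.47, against -0.51 to -0.30 in the controls, and the change was 0.64 and not called without replicate 3 of the TBBPA group. The mmp9 call was also lost with the direct arrays alone (1.47, adjusted p = 0.0680), without replicate 1 of the controls (1.26, adjusted p = 0.153) and without replicate 2 of the TBBPA group (1.35, adjusted p = 0.0789). The signalling inhibitor socs3a did not pass the test (0.26 ± 0.14, adjusted p = 0.268). Both probes of cebpb, a transcription factor of acute phase responses, rose (1.19 ± 0.18 and 1.12 ± 0.18, adjusted p = 0.00172 and 0.00201). Since mmp9, mvp and socs3a were discussed by the study on these samples, their part in the count is not independent evidence.

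The remaining lists were not called at 5 dpf by camera with the preset correlation in the main model. Of 11 thyroid hormone genes 1 fell, over all genes and over the list alone (median 0.00, camera adjusted p = 0.878), and this was the receptor gene thraa (-0.36 ± 0.07, adjusted p = 0.00642), while thrb was at -0.02 (adjusted p = 0.911). In xenobiotic metabolism 2 of 15 genes rose and 1 fell, over all genes and over the list alone (camera adjusted p = 0.886). The gene that fell was the dioxin-inducible cyp1a (-0.42 ± 0.10, adjusted p = 0.0133), a call that a dye effect ended (adjusted p = 0.0571). In the oxidative stress response 3 of 27 genes rose and 2 fell, and 6 and 2 when adjusted over the list alone (camera adjusted p = 0.775). With a dye effect 0 of these genes passed the test over all genes. Of 33 chaperone genes 4 rose and 1 fell, and 7 and 3 when adjusted over the list alone (median 0.09, camera adjusted p = 0.0846), with pdia4 at 0.32 and hspb1 at 0.50. With a dye effect 3 chaperone genes rose and 0 fell, and the list was called (camera adjusted p = 0.0397), as it was by fry (adjusted p = 0.0321). The immune list was not called in the main model (3 of 12 rose, over all genes and over the list alone, median 0.09, camera adjusted p = 0.0823). It was called with a dye effect (camera adjusted p = 0.0486) and by fry (adjusted p = 0.00824), although 0 of its genes rose with a dye effect. Lipid handling genes (3 of 19 rose and 2 fell, 3 and 4 when adjusted over the list alone, median -0.08, camera adjusted p = 0.128) were not called as a list. Sterol synthesis (1 of 11 rose and 1 fell, over all genes and over the list alone, camera adjusted p = 0.878) and the cell cycle (0 of 29, over all genes and over the list alone, median 0.04, camera adjusted p = 0.305) were not shifted either. For the thyroid, xenobiotic and oxidative stress lists the median and the test differed in sign.

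**Figure D4:**
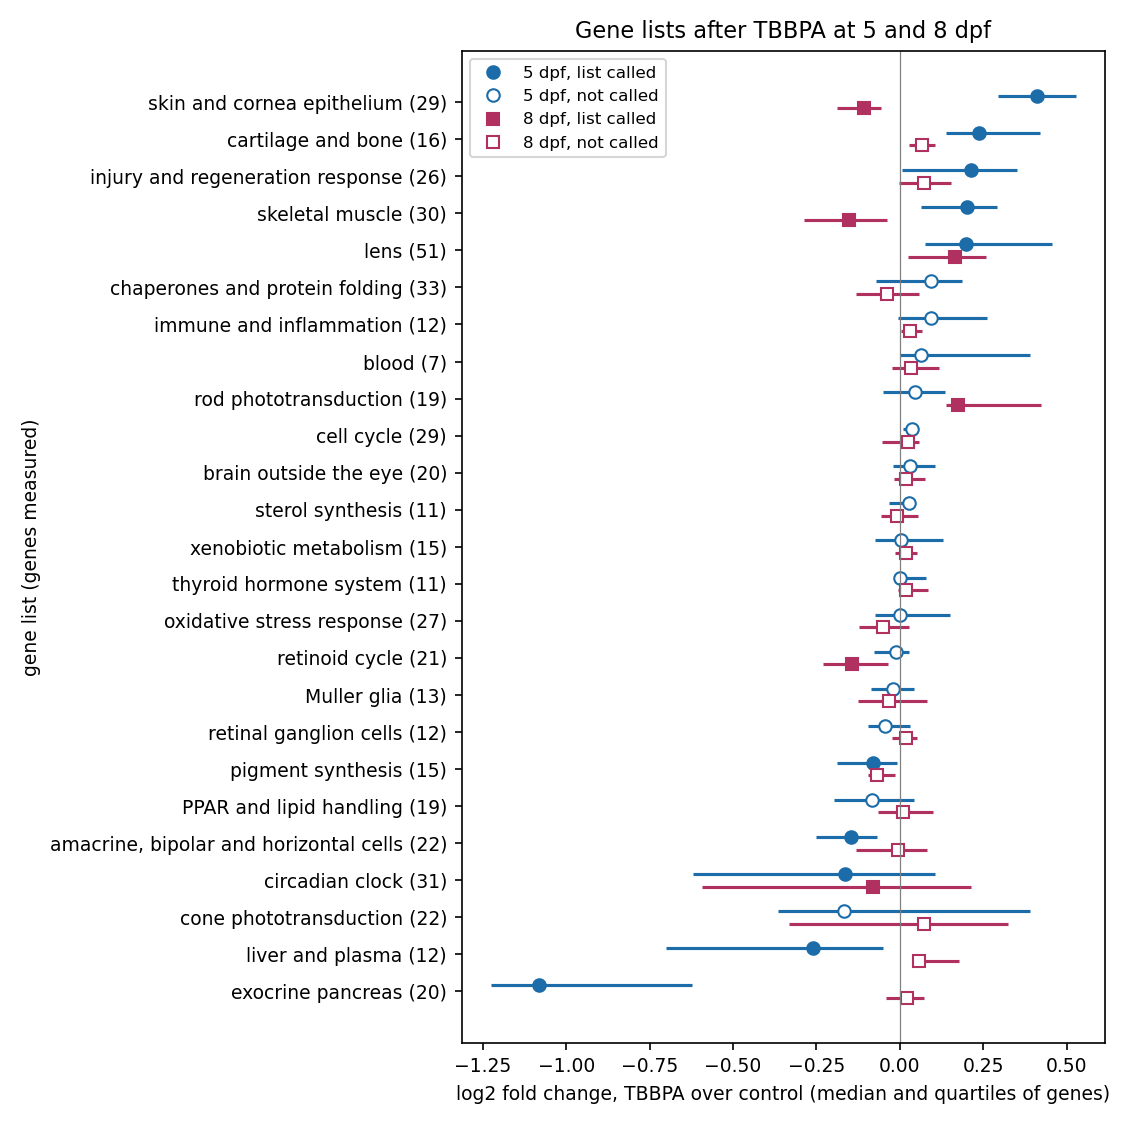
Median log2 fold change of the 25 gene lists after TBBPA (x axis) at 5 dpf and at 8 dpf, with bars from the lower to the upper quartile of the members, and filled symbols for lists called by camera with the preset correlation. The exocrine pancreas list has its median at -1.08 at 5 dpf and at 0.02 at 8 dpf.

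At 5 dpf, 10 of 25 lists were called by camera, 5 up and 5 down, 0 held with an estimated correlation (smallest adjusted p = 0.0973), and fry called 12. With a dye effect camera called 13, which added the retinoid cycle (adjusted p = 0.0486), chaperone and immune lists. Fry added the blood, chaperone and immune lists and did not call pigment synthesis (adjusted p = 0.0770). The 127 called probes included 107 with the same sign on all 6 arrays that compared the groups directly. The adjusted p alone was met by 1270 probes, and by 602 with a dye effect. Without replicate 1 of the 5 dpf controls, which was on 4 of the 14 arrays, 18 probes were called, and 16 of the 20 probes named by size lost their call while keeping their direction (nr1d1 -1.44, prss1 -1.18, nfil3-5 1.51), but per1b (-1.52, adjusted p = 0.0122), both cebpb probes and hbae1.1 kept theirs. Replicate 1 of the TBBPA group was on 4 arrays as well, and without it 144 probes were called, so the number of arrays alone does not give the fall to 18. Without replicate 2 of the TBBPA group 82 probes were called, and without replicate 3 of the controls 216. Of the 77 genes called and named from lists, 60, 33 and 13 lost their call without replicate 1, 2 or 3 of the controls, 35, 36 and 28 without replicate 1, 2 or 3 of the TBBPA group, 30 with direct arrays alone and 22 with a dye effect, and 0 changed direction.

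At 8 dpf, after 3 days in clean water, clock genes were again the lowest of the named genes and cone opsins were again among the highest. The probe for per1b fell (-2.20 ± 0.23, 4.60-fold lower, adjusted p = 0.00126), as did those for nr1d1 (-1.72 ± 0.34, 3.29-fold lower, adjusted p = 0.0231), nr1d2b (-1.31 ± 0.18, adjusted p = 0.00362), the clock repressors bhlhe40 (-1.10 ± 0.13, adjusted p = 0.00128) and cry2 (-0.97 ± 0.11, adjusted p = 0.00128), and tefa (-0.95 ± 0.15, adjusted p = 0.00607). The keratocan gene kera, which encodes a proteoglycan of the corneal stroma, rose (1.04 ± 0.12, 2.05-fold, adjusted p = 0.00128), as did the phosphatase inhibitor ppp1r14c (1.12 ± 0.14, adjusted p = 0.00207). With limma 39 probes were called, 18 higher and 21 lower, which is 69.3% fewer than at 5 dpf, on 4 direct arrays where 5 dpf had 6. The size of this drop depended on single samples. Without replicate 1 of the 5 dpf controls it turned round, with 18 probes called at 5 dpf and 34 at 8 dpf. Without replicate 2 of the 8 dpf TBBPA group the counts were 121 and 97. The 8 dpf count stayed lower when any sample other than that control was left out. All 39 had the same sign on the 4 direct arrays.

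Of 31 clock genes 9 fell and 1 rose at 8 dpf over all genes, and 14 fell and 9 rose when adjusted over the list alone (median -0.08, camera adjusted p = 0.00111, and 0.539 with an estimated correlation). The median ranged from -0.25 without replicate 3 of the 8 dpf controls to -0.004 without replicate 1 of the 8 dpf TBBPA group, where the list call was lost, as it was without replicate 2 of the controls (-0.02). It was -0.03 without replicate 1 of the 8 dpf controls, -0.20 without replicate 3 of the 8 dpf TBBPA group and -0.05 without replicate 1 of the 5 dpf controls. Levels of per1b were 1.22 to 1.28 in the 3 control samples and -0.99 to -0.91 in the 3 TBBPA samples. Among 22 cone genes 5 rose and 2 fell over all genes, and 6 rose and 6 fell when adjusted over the list alone (median 0.07, camera adjusted p = 0.706). As gene averages, opn1mw2 rose (0.61 ± 0.11, adjusted p = 0.00790) and opn1mw1 rose (0.87 ± 0.18, adjusted p = 0.0261), and the call of opn1lw2 (0.89 ± 0.18, adjusted p = 0.0185) was lost with a dye effect (adjusted p = 0.0548), and that of opn1mw1 was kept in 10 of 19 alternatives. As at 5 dpf, transcripts fell for pde6c (-0.79 ± 0.13, adjusted p = 0.00589), guca1c (-0.67 ± 0.10, adjusted p = 0.00376) and cabp5b (-0.77 ± 0.11, adjusted p = 0.00253). The opsins opn1lw1 (0.15 ± 0.11, adjusted p = 0.672) and opn1sw1 (0.17 ± 0.10, adjusted p = 0.569) did not pass the test, and the study chose these vision genes on the same samples.

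Rod genes were higher at 8 dpf. Of 19 members 5 rose, 10 when adjusted over the list alone, and 17 had positive values (median 0.17, camera adjusted p = 6.32e-10). This was the single list of the 6 called at 8 dpf whose call held with an estimated correlation (adjusted p = 0.00394). Examples were the outer segment membrane genes rom1b (0.46 ± 0.07, adjusted p = 0.00290) and rom1a (0.53 ± 0.09, adjusted p = 0.00569) and the phosphodiesterase inhibitory subunit genes pde6gb (0.52 ± 0.10, adjusted p = 0.0119) and pde6ga (0.39 ± 0.08, adjusted p = 0.0273), and the calls of these pde6gb and pde6ga genes were kept in 11 of 19 alternatives each. Without replicate 3 of the 8 dpf controls the list median was 0.29. The 3 TBBPA samples had list means of -0.09 to -0.03 and the 3 controls of -0.37 to -0.28.

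Other probes named by size at 8 dpf were higher for inhbb, which encodes an inhibin and activin subunit (0.83 ± 0.09, adjusted p = 0.00126), rimkla (1.02 ± 0.15, adjusted p = 0.00499) and tent5ba (0.90 ± 0.13, adjusted p = 0.00482). They were lower for the calcium sensor ncaldb (-1.01 ± 0.13, adjusted p = 0.00286), abhd2a (-0.98 ± 0.17, adjusted p = 0.0102) and ankrd33aa (-0.89 ± 0.13, adjusted p = 0.00462). The calls of neurod1, a proneural transcription factor (1.09 ± 0.24, adjusted p = 0.0406), and of the opn1lw2 probe (1.09 ± 0.22, adjusted p = 0.0210) were lost with a dye effect (adjusted p = 0.0699 and 0.0530), and were kept in 8 and 12 of 19 alternatives. Of the always-named genes not listed above, mmp9 (0.15), socs3a (0.34), mvp (-0.01), cyp1a (-0.15), thraa (-0.27) and thrb (0.03) did not pass the test, with adjusted p of 0.154 or higher.

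The other lists were small in change at 8 dpf. Lens genes were shifted up although 0 of 51 passed the test over all genes or over the list alone (median 0.16, camera adjusted p = 0.000393, and 0.707 with an estimated correlation). The lists shifted down were skeletal muscle (median -0.15, 1 of 30 fell over all genes and over the list alone, camera adjusted p = 0.000393, and 0.707 with an estimated correlation), retinoid cycle (median -0.14, 1 of 21 fell, 2 when adjusted over the list alone, camera adjusted p = 0.000799, and 0.539 with an estimated correlation) and skin and cornea epithelium (median -0.11, 0 of 29 over all genes and over the list alone, camera adjusted p = 0.00147, and 0.824 with an estimated correlation). The isomerase gene rpe65a fell (-0.51 ± 0.11, adjusted p = 0.0330), as did the fast myosin gene myhz1.1 (-0.47 ± 0.10, adjusted p = 0.0261) and, in the chaperone list, the mitochondrial chaperonin hspd1 (-0.62 ± 0.12, adjusted p = 0.0119). These calls were kept in 8, 10 and 12 of 19 alternatives. Without replicate 3 of the 8 dpf controls the median was -0.01 for muscle, 0.03 for skin and cornea and -0.12 for the retinoid cycle (camera adjusted p = 0.0814), and the 3 list calls were lost. The skin and cornea call was also lost without replicate 3 of the 8 dpf TBBPA group. The muscle median was -0.09 without replicate 3 of the 8 dpf TBBPA group, the skin and cornea median -0.20 without replicate 1 of the 8 dpf controls and -0.18 without replicate 1 of the 5 dpf TBBPA group, and the lens median 0.07 without replicate 1 of the 8 dpf controls, where its call was lost. Of 20 pancreas genes 0 passed the test over all genes or over the list alone (median 0.02, camera adjusted p = 0.919), as did 0 of 12 liver genes over all genes (1 fell over the list alone, median 0.06, camera adjusted p = 0.611), 0 of 16 cartilage genes (median 0.07, camera adjusted p = 0.130) and 0 of 26 injury genes (median 0.07, camera adjusted p = 0.130), the last 2 also over the list alone. The lists of pigment synthesis, thyroid hormone, xenobiotic metabolism, oxidative stress, chaperones, immune response, cell cycle, sterol synthesis, lipid handling, Muller glia, ganglion cells, amacrine, bipolar and horizontal cells, blood and brain had medians between -0.07 and 0.03 and camera adjusted p from 0.0997 to 0.993. Over all genes their calls were hspd1 and cabp5b, the Muller glia gene ndrg1a (0.36 ± 0.08, adjusted p = 0.0245) and the ganglion cell gene sncgb (-0.46 ± 0.09, adjusted p = 0.0191), and those of ndrg1a and sncgb were lost with a dye effect (adjusted p = 0.0547 and 0.0647). Adjusted over the list alone, 1 thyroid gene rose and 1 fell, 1 chaperone gene rose and 4 fell, 2 Muller glia genes rose and 1 fell, 1 gene each fell in the ganglion cell list and the amacrine, bipolar and horizontal cell list, and 0 passed in the other lists of this group. For the xenobiotic, Muller glia and ganglion cell lists the median, the mean and the test did not all have the same sign.

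At 8 dpf 6 lists were called by camera, 2 up and 4 down, and fry called 2. Without replicate 1, 2 or 3 of the TBBPA group 6, 97 and 19 probes were called, without replicate 1, 2 or 3 of the controls 13, 13 and 65, and with the 4 direct arrays alone 4. Of the 20 probes named by size, 16 lost their call with the direct arrays alone, 15 and 7 without replicate 1 or 3 of the TBBPA group and 11 without replicate 1 or 2 of the controls, while per1b kept its call under every alternative (-2.17 or lower). Of the 20 genes called and named from lists, 19 lost their call with the direct arrays alone, 18, 4 and 11 without replicate 1, 2 or 3 of the TBBPA group, 14, 13 and 7 without replicate 1, 2 or 3 of the controls and 9 and 6 without replicate 1 of the 5 dpf controls or of the 5 dpf TBBPA group. None of these genes changed direction.

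Part of the change at 5 dpf was shared at 8 dpf. Called at both ages with the same sign were 17 probes, 10 lower and 7 higher, where independent lists would share 0.0737 and 0.0642. The lower probes belonged to nr1d1, per1b, nr1d2b, tefa, dbpa, abhd2a, ankrd33aa and pde6c, and the higher ones to kera, cry2b, neurod1, opn1mw1, opn1mw2 and opn1lw2, a group listed after its values were seen. With a dye effect 14 were shared, 3 of them higher. The 17 are 43.6% of the 39 probes called at 8 dpf, and with 1 probe of opposite sign 46.2% were called at both ages. Of the 127 probes called at 5 dpf, 83 had the same sign at 8 dpf and 22 of these passed the adjusted p there, and the median absolute change of the 127, which were selected for their size at 5 dpf, was 0.94 there and 0.24 at 8 dpf. The effects correlated across probes with r = 0.28, where the design alone gives a correlation of 0 between them and probes are not independent replicates. The number shared was 4 without replicate 1 of the 5 dpf controls and 11 without replicate 3 of the 5 dpf TBBPA group. It was 3, 2, 2 and 7 without replicate 1 or 2 of the 8 dpf controls or replicate 1 or 3 of the 8 dpf TBBPA group.

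**Figure D5:**
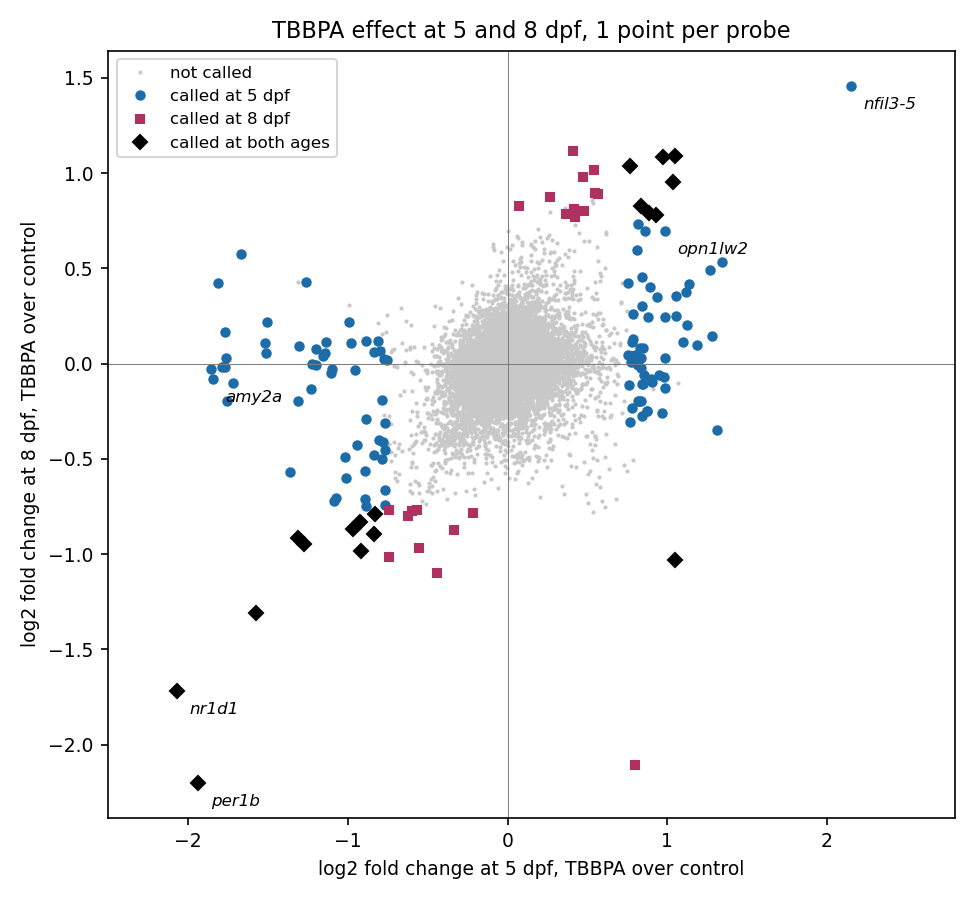
Log2 fold change after TBBPA at 5 dpf (x axis) and at 8 dpf (y axis) for each probe, coloured by the ages at which the probe was called. The 17 probes called at both ages with the same sign include per1b at -1.94 and -2.20, and r across probes is 0.28.

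The TBBPA effect itself differed between the ages for 5 probes at the thresholds used. The keratin krt17 (0.85 at 5 dpf and -0.11 at 8 dpf, adjusted p of the difference 0.00162), the sodium pump subunit atp1a1a.2 (0.85 and -0.06, adjusted p = 0.00601) and the fast myosin myhz1.1 (0.49 and -0.68, adjusted p = 0.0237) were lower at 8 dpf relative to 5 dpf, as was 1 probe not named here (A_15_P686756, 1.05 and -1.03). The inhibin subunit inhbb was higher (0.07 and 0.83, adjusted p = 0.0237), and with a dye effect the calls of inhbb and myhz1.1 were lost (adjusted p = 0.141 and 0.101). Of the 25 lists, 8 differed between the ages with the preset correlation, 4 in each direction. The rod list alone held with an estimated correlation (median difference 0.23, camera adjusted p = 1.15e-06, and 0.0273 with an estimated correlation), though not when a dye effect was added to it (adjusted p = 0.0595). For the pancreas list the median difference was 1.09 (adjusted p = 0.140 with an estimated correlation), and for skin and cornea it was -0.47 (0.140). The difference was called for 0 probes without replicate 1 of the 5 dpf controls or without replicate 1 of the 5 dpf TBBPA group, for 81 without replicate 3 of the 5 dpf controls and for 16 without replicate 2 of the 8 dpf TBBPA group. The count was 3 without replicate 2 of the 5 dpf controls, replicate 3 of the 8 dpf controls, replicate 2 of the 5 dpf TBBPA group or replicate 3 of the 8 dpf TBBPA group.

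In samples of control eyes, digestive and cell cycle transcripts were lower at 8 than at 5 dpf. The mean of the pancreas list ranged from 0.56 to 1.68 in the 5 dpf controls and from -0.79 to -0.30 in the 8 dpf controls. Whether differing amounts of carried-over pancreatic RNA gave this difference between the ages was not tested. Probes of the pancreas fell most, with cela1.6 at -4.44 ± 0.54 (adjusted p = 3.00e-05), prss59.1 at -4.24 ± 0.43, prss1 at -4.18 ± 0.49, ela2l at -4.08 ± 0.46 and ela3l at -4.08 ± 0.38. The cell cycle list had 27 of 29 genes lower, over all genes and over the list alone (median -0.73, camera adjusted p = 2.27e-17, and 0.0651 with an estimated correlation), and of the pcna probes 1 fell (-0.35 ± 0.09, adjusted p = 0.00925) and 1 did not pass the test (-0.17 ± 0.07, adjusted p = 0.0771). The probes that rose most were nfil3-5 (6.95-fold higher, adjusted p = 0.00145), the beta-defensin gene defbl2 (2.54 ± 0.13, adjusted p = 6.21e-09), ndrg1b (2.51 ± 0.30) and the amino acid transporter slc43a2b (2.32 ± 0.12). The jacalin-like lectin gene jac9 (2.26 ± 0.83, adjusted p = 0.0486) kept its call in 6 of 18 alternatives. Of the opn1sw1 probes 1 fell (-1.10 ± 0.12, adjusted p = 1.27e-05) and 1 did not pass the test (-0.15 ± 0.21, adjusted p = 0.599). The pancreas list had 19 of 20 genes lower (median -2.28), cartilage and bone 13 of 16 lower and 1 higher (median -1.20), cones 13 of 22 lower and 1 higher (median -0.52) and rods 11 of 19 lower and 1 higher (median -0.48). Lens genes were higher in 23 of 51 and lower in 1 (median 0.54), and clock genes higher in 17 of 31 (median 0.50). Adjusted over the list alone, the lower genes were 19 for pancreas, 14 for cartilage, 16 for cones and 12 for rods, and the higher genes 23 for lens and 18 for clock. With an estimated correlation the adjusted p of these 6 lists ranged from 0.0568 to 0.246. With the preset correlation the lists of skin and cornea (median -0.57), brain (-0.54), blood (-0.43) and skeletal muscle (-0.42) were shifted down as well, and with an estimated correlation their adjusted p ranged from 0.226 to 0.506. In all, 1221 probes were called with limma, 398 higher and 823 lower. The call of nfil3-5 was lost without replicate 1 of the 5 dpf controls (2.00, adjusted p = 0.140), with the replicate number as a block (1.95, adjusted p = 0.0828) and with arrays scaled to the same spread (2.05, adjusted p = 0.124) and was kept under the other alternatives. With that scaling 337 probes were called.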

Values the study reported

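For TBBPA the study gave a decrease of over 80% in the number of changed transcripts from 5 to 8 dpf. It also stated that over 50% of the transcripts changed at 8 dpf were already changed at 5 dpf.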

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

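The splits of the samples were planned, and all other tests of explanations in this part were chosen only after the result was seen. Groups of 3 samples are too small for the test of a single sample far from the others, which was not run.

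The TBBPA effect differed between the ages for 11 probes by the limma test of the difference at the adjusted p alone. The difference (8 minus 5 dpf) was -0.96 for krt17, -0.58 for cyp2y3, -0.91 for atp1a1a.2, -0.63 for cox6a2 and -1.17 for myhz1.1. It was 0.75 for inhbb, 0.71 for pde6g and 0.59 for rom1a, and -2.08, -0.73 and 0.42 for the probes A_15_P686756, A_15_P248941 and A_15_P119715, which were not named here. With a dye effect the adjusted p stayed under the threshold for krt17, A_15_P686756, A_15_P248941, cyp2y3, atp1a1a.2 and cox6a2 (0.0169 to 0.0482) and not for the other 5 (0.101 to 0.195). Of 100 splits of the samples 9 gave as many as the 5 probes past both thresholds. The highest other split gave 406, by exchanging every label of 5 dpf and a pair of labels of 8 dpf. Exchanging every label of 5 dpf keeps its groups and turns the sign of its effect, so such a split is no measure of chance. Whether others of the 9 were of this kind was not examined, and chance was not excluded for the 5 probes.

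Of the 25 lists 8 differed between the ages with the preset correlation. The median difference was 0.23 for rod phototransduction (adjusted p = 0.0273 with an estimated correlation), -0.15 for chaperones and protein folding (0.181), 0.11 for amacrine, bipolar and horizontal cells (0.267) and 0.30 for liver and plasma (0.181). It was 1.09 for exocrine pancreas (0.140), -0.40 for skeletal muscle (0.169), -0.21 for cartilage and bone (0.140) and -0.47 for skin and cornea epithelium (0.140), all with an estimated correlation in brackets.

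Pancreas genes were lower after TBBPA at 5 dpf (median -1.08) and near 0 at 8 dpf (0.02). Not every list of other tissue was lower at 5 dpf, as the lower quartile was 0.29 for skin and cornea and 0.14 for cartilage and bone. The cornea is part of the dissected eye, so its list cannot argue against less tissue from outside the eye. The liver list was lower too (median -0.26), a result that rested on replicate 1 of the 5 dpf controls. A candidate explanation is pancreatic RNA carried over with the eyes in differing amounts, because the leading component of the deviations within groups held 82.1% of the variance of the 20 genes (95th percentile of random lists 70.9%), and for the liver list 83.2% (75.9%). The levels of prss1 were 2.58, 1.88 and 1.04 in the 5 dpf controls and 0.86, 0.43 and -0.44 in the TBBPA samples, and no gene of the list was in another list. A change of the pancreas under TBBPA stays open and was not tested, and ratios cannot say how abundant any of these transcripts were.

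Skin and cornea, cartilage and muscle genes were higher after TBBPA at 5 dpf (medians 0.41, 0.24 and 0.20). A lower share of retina that raised all other tissues alike is argued against, since the upper quartile of the brain list was 0.10 and the lower quartile of the skin and cornea list 0.29. This holds only if the samples held brain tissue, which ratios cannot show, and if the brain list is free of retinal genes. The gene eomesa was given in both the brain and the ganglion cell lists. The lens list was also higher (median 0.20) and the amacrine, bipolar and horizontal cell list lower (-0.15), while the rod, Muller glia and ganglion cell lists were not shifted. A lower share of retina in samples without brain stays open, as does a change in the tissues that rose. Skin RNA carried over with the eyes cannot be told apart from a change in these cells, because the leading component held 70.0% of the variance within groups, close to the 95th percentile of random lists (67.3%). For cartilage and muscle it held 40.5% and 59%, under the percentiles of 73.4% and 66.8%. The cornea is part of the dissected eye, so that its genes need no other source, and an effect of TBBPA on it stays open as untested.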

How the results depend on the processing

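All alternatives in this part were planned. Of 162 named values 155 kept their direction under every alternative, and 88 of the 162 kept their direction and their side of the threshold under every alternative other than leaving out a sample. Independent arrays gave identical results, because the estimated share of the RNA sample was 0. Restricting the tests to probes with a value on all 14 arrays was not run, as none was missing. Signal over background was not used here, and its effect on weak probes was not tested.

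The counts of probes and lists stayed within 1.5 times of the values reported with median-centred arrays and robust empirical Bayes. With a dye effect per probe the count of probes whose effect differed between the ages was 3, and 104 of the 127 probes of 5 dpf and 35 of the 39 of 8 dpf stayed called. A replicate block gave 21 differing probes, of which 4 were shared with the 5 reported. It put mvp at 8 dpf at 0.026 instead of -0.01, neither of which passed the test. No pairing of samples by replicate number was seen at 5 dpf, where the deviations of control and TBBPA samples of the same number correlated across genes with r from -0.14 to -0.04. At 8 dpf r was 0.68, -0.46 and 0.09, and with 3 samples per group this cannot decide whether they were paired. Arrays scaled to the same median absolute deviation gave 337 probes for age, and 3 higher among 18 probes called at both ages where 7 of 17 were reported. Such scaling shrinks the arrays of wider spread, here those linking the ages (SD 0.45 to 0.60, against 0.23 to 0.34 within an age), and with them the age effects. The cause of the other changes was not tested. The direct arrays alone called 4 probes at 8 dpf, on 4 arrays in place of 14. With the adjusted p alone the counts were 1270 at 5 dpf, 250 at 8 dpf, 11 for the difference and 5792 for age, and with tests per gene 60, 18, 2 and 550, where fewer features were tested. With an estimated correlation 0 lists were called at 5 dpf and 1 at 8 dpf, and fry called 2 at 8 dpf.

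Leaving out each RNA sample in turn gave 18 (without control replicate 1 of 5 dpf) to 216 (without control replicate 3 of 5 dpf) probes at 5 dpf, and 6 (without TBBPA replicate 1 of 8 dpf) to 97 (without TBBPA replicate 2 of 8 dpf) at 8 dpf. The difference ranged from 0 to 81 probes, the probes called at both ages from 2 to 22, and the age effect from 853 to 1451. The lists ranged from 9 to 14 at 5 dpf and from 4 to 7 at 8 dpf. Values that changed sign were small, namely thrb (-0.12 to 0.022 at 5 dpf and -0.11 to 0.21 at 8 dpf), opn1sw1 at 5 dpf (-0.018 to 0.20), mmp9 (-0.015 to 0.32), mvp (-0.13 to 0.22) and cyp1a (-0.27 to 0.090) at 8 dpf, and a probe of opn1sw1 with age (-0.30 to 0.020). List calls were lost for pigment synthesis at 5 dpf without control replicate 3 or TBBPA replicate 3 of 5 dpf or TBBPA replicate 3 of 8 dpf, and for muscle at 5 dpf without control replicate 1. At 8 dpf they were lost for clock (without control replicate 2 or TBBPA replicate 1), lens (direct arrays, or without control replicate 1), retinoid cycle and muscle (without control replicate 3), and skin (without control replicate 3, where its median was 0.03, or TBBPA replicate 3).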

Other observations

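The splits of the samples and the test on genes outside the clock list were planned or written before their results were seen, and the tests on sampling time and on dye for the clock genes were chosen only after the result was seen.

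Lipid and sterol genes held members that changed at 5 dpf although their lists did not. The nuclear receptor gene pparaa fell (-0.36 ± 0.05, limma adjusted p = 0.00107), and its known targets angptl4, an inhibitor of lipoprotein lipase (0.43 ± 0.09, adjusted p = 0.00703), and pdk4, an inhibitor of pyruvate dehydrogenase (0.26 ± 0.05, adjusted p = 0.00751), rose. The sterol synthesis gene hmgcs1 rose (0.29 ± 0.06, adjusted p = 0.00927), while hmgcra, the reductase gene of the next step, fell (-0.28 ± 0.08, adjusted p = 0.0360), a call kept in 6 of 19 alternatives (-0.41 to -0.12) and lost with a dye effect (adjusted p = 0.112), among others. At 8 dpf these genes lay between -0.06 and 0.13 and did not pass the test. The embryonic globin gene hbbe2 rose at 5 dpf (0.65 ± 0.10, adjusted p = 0.00114), with 0.14 ± 0.12 at 8 dpf (adjusted p = 0.760). In the injury list sox11b (0.32 ± 0.07, adjusted p = 0.00897) and mmp14b (0.39 ± 0.08, adjusted p = 0.00948) rose at 5 dpf, and they were at 0.18 and 0.16 at 8 dpf. Of 19 alternatives the 5 dpf calls were kept in 19 for hbbe2, 18 for pparaa, 16 for pdk4, 15 each for hmgcs1 and mmp14b, 14 for angptl4 and 13 for sox11b.

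At 5 dpf 4 of 5 measured genes of the activating arm and its partners rose and 4 of 8 per and nr1d genes fell, and at 8 dpf 0 of the 5 passed the test and 3 of the 8 fell, with per1a (0.21) and nr1d4b (0.22) above 0. The activating arm and its partners (bmal1a, bmal1b, clockb, nfil3 and nfil3-5) had a mean change of 0.78 ± 0.36 at 5 dpf and 0.49 ± 0.25 at 8 dpf (SE over 5 members), and the per and nr1d genes of -0.74 ± 0.29 and -0.64 ± 0.32 (SE over 8 members). Later sampling of the TBBPA larvae in the morning would give such opposite signs. The 8 dpf value of 0.49 is under 2 SE, but this SE is the spread over genes and not over samples. It was set by nfil3-5 (1.46), with the other members between 0.06 and 0.42. The methods limit the sampling of all larvae to 3 h of the morning, and times per sample were not used here. A shift of the clock by TBBPA would give the same signs, so later sampling and such a shift cannot be told apart. A dye bias that is the same on every array is argued against, since 0 of the 12 samples were labelled unequally often with Cy5 and Cy3, and the largest move with a dye effect among the 18 clock genes that passed at 5 dpf was 0.053, although 13 of the 18 kept their call. Whether genes outside the list follow the same timing stays open too, as the correlation across 8917 genes of their 5 dpf effect with the clock score among 8 dpf samples (r = 0.42, genes not being independent replicates) lay at the 85.6th percentile of 1000 random directions.

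Exchanging labels between the groups tested whether chance could give counts this large. For the 17 probes called at both ages 1 of 100 splits was as large, the real one, and the highest other count was 0. This argues against chance at both ages together. The count needs calls at both ages, so mixed labels at either age lower it, and chance at each age alone is not excluded by it. For the results that follow the 10 possible splits are too few for a share under 0.05. The count at 5 dpf was 127 against a highest other of 7, at 8 dpf 39 against 33, and with age in controls 1221 against 188. For the lists it was 10 against 10 at 5 dpf and 6 against 7 at 8 dpf, and 3 of 10 splits were as large at each age. The median of the other splits was 9 lists at 5 dpf and 5 at 8 dpf. Exchanged labels thus called about as many lists as the real ones, and the list counts are no evidence of an effect.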
